A study of Mus musculus with 11 samples. Its data were reported in "Disruption of pancreatic stellate cell myofibroblast phenotype promotes pancreatic tumor invasion" (2022).

How the data were processed

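Gene expression was measured by bulk RNA sequencing in 11 orthotopic pancreatic tumours, 6 grown in hosts with an induced deletion of protein kinase N2 (PKN2; KO) and 5 grown in wild-type hosts (WT). The host mice carried a tamoxifen-inducible Cre recombinase, and both groups received tamoxifen. The implanted TB32048 cells, a mouse pancreatic carcinoma line derived from a female animal, kept an intact Pkn2 gene, so that the deletion was restricted to the host and its stroma. Each sample title gives the genotype and a replicate letter, and both were taken from there. Letters A to E occur in both groups but belong to different animals.

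Per the study's methods and the labels, RNA was extracted from tumour pieces, strand-specific libraries were made with the NEB Next Ultra II directional kit and sequenced on an Illumina NovaSeq instrument, and paired-end reads were trimmed with Trimmomatic, aligned with HISAT2 to the mouse genome GRCm38, and counted over exons with HTSeq. Only uniquely aligned reads above a mapping quality minimum were counted, which removes reads that match several members of a gene family equally well. The authors deposited a table of raw counts per gene, in whole numbers, and a table of normalised values, which is a signal in units of scaled counts. Each deposited normalised value was the raw count of the same gene divided by a single factor per sample. These factors equalled DESeq2 median-of-ratios size factors recomputed over all genes, and ranged from 0.514 (WT replicate B) to 1.42 (WT replicate E). The raw counts were the basis of all tests, and the normalised values served as an alternative for the expression scores.

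The table listed 54232 Ensembl gene identifiers, of which 54079 matched a symbol in GENCODE M21, an annotation of GRCm38. Coordinates below are 1-based on GRCm38. Counts per sample summed to between 16294128 (WT replicate B) and 31121422 (WT replicate E). At these depths, 3 counts correspond to between 0.0964 and 0.184 CPM, counts scaled to a common library total, which was taken as the smallest level that could be seen. Intervals given for shares of counts are 95% Wilson intervals and cover counting error only, since the reads carried no molecular identifiers. No pair of libraries agreed within sampling noise; the lowest chi-square per degree of freedom over genes was 33.9, for KO replicates B and E, so that each library was treated as a separate sample.

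Differential expression was tested with the quasi-likelihood F-test of edgeR (version 4.0.16, R version 4.3.3) with TMM normalisation, the default expression filter filterByExpr, no covariates and Benjamini-Hochberg adjustment over 16536 tested genes, at an adjusted p threshold of 0.05. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. Gene set enrichment used fgsea (version 1.28.0, multilevel, set sizes from 15 to 500, random seed 1) on genes ranked by the signed square root of F. The 9 sets tested were fixed in advance: 8 Reactome sets distributed with fgsea, translated through Entrez identifiers, and the genes of a targeted extracellular matrix (ECM) and adhesion panel that the study had used on cultured stellate cells. Adjusted p-values were computed over these 9 sets and, for the Reactome sets, also over all 698 Reactome sets that passed the size limits. Because fgsea permutes genes and ignores their correlation, the same sets were tested with limma camera (version 3.58.1) with the inter-gene correlation estimated for each set, on log2 CPM with voom precision weights.

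Expression scores were computed from CPM with TMM-scaled library sizes and a pseudocount of 1 CPM. The matrix index was the mean log2(CPM + 1) of 6 genes listed as malignant divided by that of 16 genes listed as protective. The study does not give the formula in its text, and this form was chosen before the data were examined. The PKN2KO matrisome score was the sum over 11 genes of the z score of log2(CPM + 1) across tumours. All other scores were mean z scores over a gene list. Scores were compared with exact two-sided permutation tests over all 462 splits of the 11 tumours into groups of 6 and 5, for which the smallest possible p is 0.00216, and Benjamini-Hochberg adjusted within a family of tests. The inflammatory and myofibroblastic fibroblast lists hold common markers and are not the gene sets that the study built. A further 6 marker lists were written after the genes with the smallest p-values had been seen.

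The genes named were Pkn2 and Pkn3, members of lists fixed in advance, and 5 genes in each direction chosen by a rule set in advance: the largest absolute log2 fold change among genes with adjusted p under 0.05, no overlap in CPM between groups and a mean of at least 1 CPM, with the remaining places filled by the smallest p.

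On simulated counts, with 200 of 16536 genes changed by 2 on the log2 scale, edgeR recovered 194 with 5 false calls at the common dispersion, and 173 with 1 false call at the gene-wise dispersions. The changed genes were drawn from the better expressed ones. Counts were independent between genes, with the same dispersion in both groups. The recovery therefore does not carry over to smaller changes, correlated genes or groups of unequal variance. Alternatives comprised DESeq2 (version 1.42.0), DESeq2 size factors or upper-quartile factors within edgeR, looser and stricter filters, a robust fit, the replicate letter as a block, and leaving out each tumour in turn. For the scores they comprised a pseudocount of 0.1 CPM, the deposited normalised values, and restriction to expressed genes. A covariate for ribosomal RNA content, offsets for gene length and for GC content (lowess span 0.3), and the removal of genes near Pkn2 were added after the data had been seen. Male tumours, tumours from heterozygous hosts and the cultured cells of the study were not analysed here.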

Results

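To describe the effect of stromal PKN2 deletion on tumour gene expression, RNA counts were available for 11 tumours from female mice, 6 from KO hosts (replicates A to F) and 5 from WT hosts (replicates A to E). Total counts ranged from 22791627 to 28017673 in KO tumours (n = 6) and from 16294128 to 31121422 in WT tumours (n = 5), and did not differ between genotypes (exact permutation test, two-sided, p = 0.472). The number of genes with at least 1 count ranged from 21734 in WT replicate B to 23377 in WT replicate E. The labels give no sequencing batch, so no comparison within batches could be made.

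Expression of the targeted gene was examined first. Pkn2 (ENSMUSG00000004591, chromosome 3, 142790902 to 142882004, minus strand, protein coding) was present at 96.5 ± 9.31 CPM in KO tumours (SD, n = 6) and 96.5 ± 34.5 CPM in WT tumours (SD, n = 5). Its log2 fold change was -0.002 with a standard error of 0.21 (edgeR, adjusted p = 0.996), and moved most, to -0.27, with the ribosomal RNA share as a covariate (edgeR, adjusted p = 0.71). The bulk tumours also contain carcinoma cells with intact Pkn2, and the counts therefore could not be used to check the genotype labels. The log2 fold change of Pkn3 was -0.56 (SE 0.28, unadjusted p = 0.0668), which did not pass the edgeR threshold after adjustment (adjusted p = 0.238). Xist was expressed in all tumours, from 99.96 to 703.9 CPM, whereas the Y-linked genes Ddx3y and Uty had 0 counts in every tumour.

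The principal components of log2 CPM were used to compare tumours across all expressed genes. The first component held 34.5% of the variance and the second 14.6%. KO tumours lay between 26.7 and 43.8 on the first component, whereas WT replicates B, A and C lay at -120, -66.7 and -36.3 and WT replicates D and E at 11 and 17.1. Library composition also differed. The nuclear ribosomal repeat Gm42418 and the mitochondrial ribosomal genes mt-Rnr1 and mt-Rnr2 together took 6.39% of counts in WT replicate B (95% Wilson interval 6.38 to 6.40), 1.40% in WT replicate C, 1.31% in WT replicate A, 0.765% in WT replicate D and 0.241% in WT replicate E. In KO tumours this share ranged from 0.308% to 0.739%. The mean share was 0.474 ± 0.171% in KO tumours (SD, n = 6) and 2.02 ± 2.49% in WT tumours (SD, n = 5), with p = 0.0281 in an exact two-sided permutation test and 0.169 after adjustment over 6 technical measures. Deviation from the mean expression of a gene was correlated with gene length across the genes of a sample, with Spearman coefficients of -0.496, -0.446 and -0.171 in WT replicates A, B and C and between 0.10 and 0.372 in all other tumours; genes are not independent replicates.

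**Figure D1:**
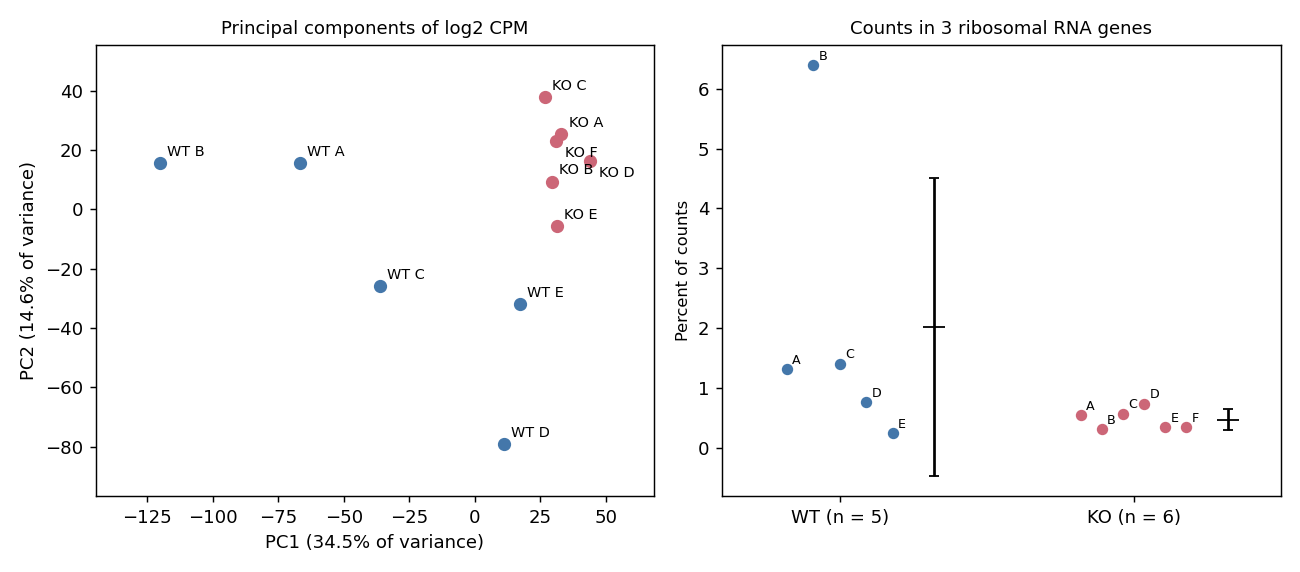
Left, first against second principal component of log2 CPM for 11 tumours; right, percent of counts in 3 ribosomal RNA genes by genotype, with each tumour as a point marked by its replicate letter and the mean ± SD beside the points. WT replicates A, B and C lie apart from KO tumours on the first component and have shares of 1.31%, 6.39% and 1.40%, against at most 0.739% in KO tumours.

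Differential expression between KO and WT tumours was then tested. At an adjusted p under 0.05, edgeR called 3 genes higher and 0 genes lower in KO tumours. At an unadjusted p under 0.05 there were 3972 genes, or 24% of those tested, of which 1417 were higher and 2555 lower. At an adjusted p under 0.1, edgeR called 874 genes, 324 higher and 550 lower. The result depended strongly on the set of tumours and on the tool. The fit without WT replicate E called 608 genes higher and 1248 lower, and DESeq2 on all tumours called 568 higher and 990 lower, including all 3 genes called by edgeR. With the ribosomal RNA share as a covariate, edgeR called 0 genes, with 1470 at an unadjusted p under 0.05. A total of 591 tested genes, or 3.57%, had no overlap between KO and WT tumours in CPM, where chance gives 0.433%; 263 of these were higher and 328 lower in KO tumours.

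The 3 genes past the edgeR threshold were Igkv8-27, Pcdhgb2 and Irak3. Irak3 (ENSMUSG00000020227, chromosome 10, 120141648 to 120202130, minus strand) was at 23.1 ± 2.24 CPM in KO and 10.4 ± 1.5 CPM in WT tumours, a log2 fold change of 1.14 (SE 0.16, edgeR adjusted p = 0.0473), with 550 to 702 raw counts in KO and 135 to 369 in WT tumours. Pcdhgb2 (ENSMUSG00000102748, chromosome 18, 37689828 to 37841873, plus strand) was at 8.84 ± 3.48 CPM in KO and 1.41 ± 0.527 CPM in WT tumours, a log2 fold change of 2.63 (SE 0.36, edgeR adjusted p = 0.0473). It overlaps 26 other annotated genes on the same strand, most of them protocadherin gamma genes, and its count is therefore uncertain. The immunoglobulin kappa variable segment Igkv8-27 (ENSMUSG00000076580, chromosome 6, 70171809 to 70172270, minus strand) had 36 to 242 raw counts in KO tumours and 0 to 4 in WT tumours, with a log2 fold change of 5.56 (SE 0.79, edgeR adjusted p = 0.0473). Reads from related variable segments cannot be excluded for it. Itgb2l and Fcnb followed with log2 fold changes of 4.50 (SE 0.70) and 5.84 (SE 0.91), both with an edgeR adjusted p of 0.0605 and thus not past the threshold. Among lower genes none passed the threshold. Those with the smallest p were the unnamed gene ENSMUSG00000097769 (log2 fold change -1.35), Mal2 (-1.76), Tnni2 (-1.87), Nop16 (-0.94) and Snrnp48 (-0.90), with edgeR adjusted p-values from 0.0605 to 0.0663. The groups did not overlap in CPM for any of these 10 genes. For Fcnb and Itgb2l the margin was small, as KO replicate F was at 0.322 and 0.845 CPM. The highest WT values were 0.250 CPM for Fcnb and 0.750 CPM for Itgb2l.

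**Figure D2:**
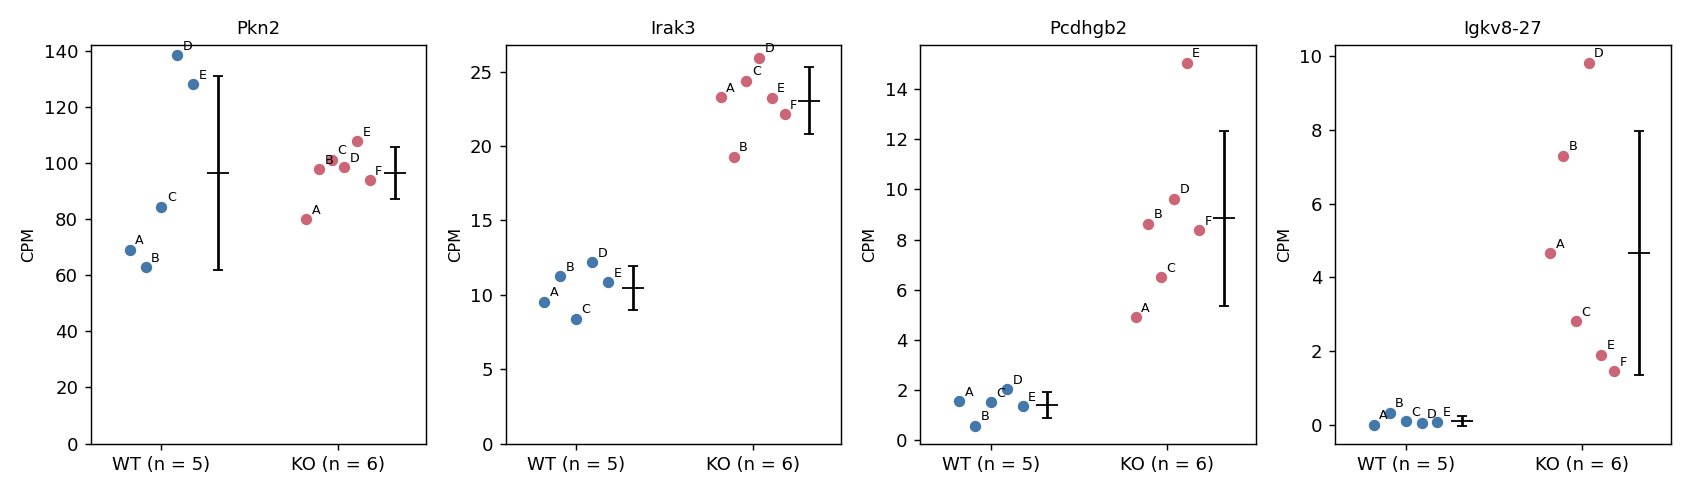
CPM of Pkn2, Irak3, Pcdhgb2 and Igkv8-27 in each tumour by genotype, with replicate letters and the mean ± SD beside the points. Pkn2 overlaps between genotypes, with means of 96.5 CPM in each, whereas the other genes separate KO from WT tumours.

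To assess whether ECM and other programmes shifted as sets, gene set enrichment was computed. The ECM and adhesion panel was enriched among genes higher in KO tumours, with a normalised enrichment score (NES) of 3.11 (fgsea adjusted p = 3.90e-36); 247 of its 325 tested members had a higher mean in KO tumours. The same direction was found for the Reactome sets Extracellular matrix organization (NES 2.98), Integrin cell surface interactions (NES 2.80), Interferon gamma signaling (NES 2.37) and Antigen activates B cell receptor (NES 2.39). Translation (NES -3.16), Respiratory electron transport (NES -2.94), DNA repair (NES -1.88) and Cell cycle mitotic (NES -1.45) were lower in KO tumours. All 9 sets passed the fgsea threshold, and of all 698 Reactome sets 167 were higher and 192 lower at an adjusted p under 0.05. limma camera, which allows for correlation between genes, gave the same directions, but none of the 9 sets passed its threshold, with adjusted p-values from 0.0900 for Antigen activates B cell receptor to 0.362 for Cell cycle mitotic. In 31 other splits of the same tumours that part the same-lettered pairs, the fgsea threshold was passed in 16 to 29 splits, depending on the set. The estimated correlation between members reached 0.448 for Translation and 0.491 for Respiratory electron transport. Single members of the ECM panel rarely passed after adjustment. At an unadjusted edgeR p under 0.05 there were 76 of the 325, 70 higher and 6 lower in KO tumours. Of all tested genes, 24% reached that level. With adjustment over the panel alone 3 genes passed the edgeR threshold, and with adjustment over all genes 1 passed, which was Pcdhgb2.

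The matrix index, a ratio of metastasis-associated to protective matrix genes, was 1.15 ± 0.0348 in KO tumours (SD, n = 6) and 1.13 ± 0.0547 in WT tumours (SD, n = 5), a difference of 0.0193 that was smaller than the spread within groups (exact permutation test, two-sided, p = 0.53, and 0.53 after adjustment over 6 scores). All 6 malignant genes had a higher mean in KO tumours, with log2 fold changes from 0.34 to 1.75, as did 11 of the 15 tested protective genes. With adjustment over the 6 malignant genes alone 1 passed the edgeR threshold, and over all genes 0 passed, with 2 at an unadjusted p under 0.05. The outcome depended on how the genes were combined. With the difference of mean z scores in place of the ratio, KO tumours exceeded WT tumours by 0.597 (exact permutation p = 0.00216, the smallest that the design allows). Comp had the largest change among malignant genes, with 2.28 ± 0.892 CPM in KO and 0.654 ± 0.363 CPM in WT tumours and a log2 fold change of 1.75 (SE 0.43, edgeR adjusted p = 0.0852). WT replicates D and E had the highest indices among WT tumours, 1.172 for each, and the index difference was -0.00297 without WT replicate A.

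The PKN2KO matrisome score was 5.46 ± 2.64 in KO tumours (SD, n = 6) and -6.55 ± 7.49 in WT tumours (SD, n = 5), a difference of 12 (exact permutation test, two-sided, p = 0.00866, and 0.0519 after adjustment over 6 scores). All 11 genes were higher in KO tumours, of which 1 passed the edgeR threshold with adjustment over the list and 0 over all genes, with 2 at an unadjusted p under 0.05. The study had chosen these genes partly from the same tumours, so the difference is no independent test. WT replicate E scored 4.36, within the KO range of 2.60 to 9.28.

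Marker scores of inflammatory (iCAF) and myofibroblastic (myCAF) fibroblast expression were each compared between genotypes. The contrast of these scores within a tumour was not tested, so a shift from one state to the other was not addressed directly. The iCAF score differed by 0.293 (KO 0.133 ± 0.450, WT -0.160 ± 0.589, exact permutation p = 0.372) and the myCAF score by 0.285 (KO 0.130 ± 0.32, WT -0.155 ± 0.788, exact permutation p = 0.509), with KO tumours higher in each and the differences within the spread between tumours. Of the 15 genes in each list, 9 had a higher mean in KO tumours in the iCAF list and 9 in the myCAF list. At an unadjusted p under 0.05 there were 2 iCAF and 3 myCAF genes, all higher in KO tumours, and 0 passed with adjustment over their list or over all genes. The iCAF genes Il6, Lif and Cxcl1 had log2 fold changes of -0.57 (SE 0.53), -0.41 (SE 0.24) and -0.50 (SE 0.36), and the myCAF gene Acta2 of -0.32 (SE 0.32), none past the edgeR threshold, with adjusted p-values from 0.301 to 0.550. Targets of the mechanosensor YAP were higher in KO tumours by 0.562 (exact permutation p = 0.0931), and 6 genes raised in cultured KO stellate cells by 0.706 (exact permutation p = 0.0736). Neither difference passed the threshold, with an adjusted p of 0.186 for each over 6 scores by exact permutation, although both did without WT replicate E, with differences of 0.751 for YAP targets (exact permutation p = 0.0143) and 0.958 for the stellate cell genes (exact permutation p = 0.0190).

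**Figure D3:**
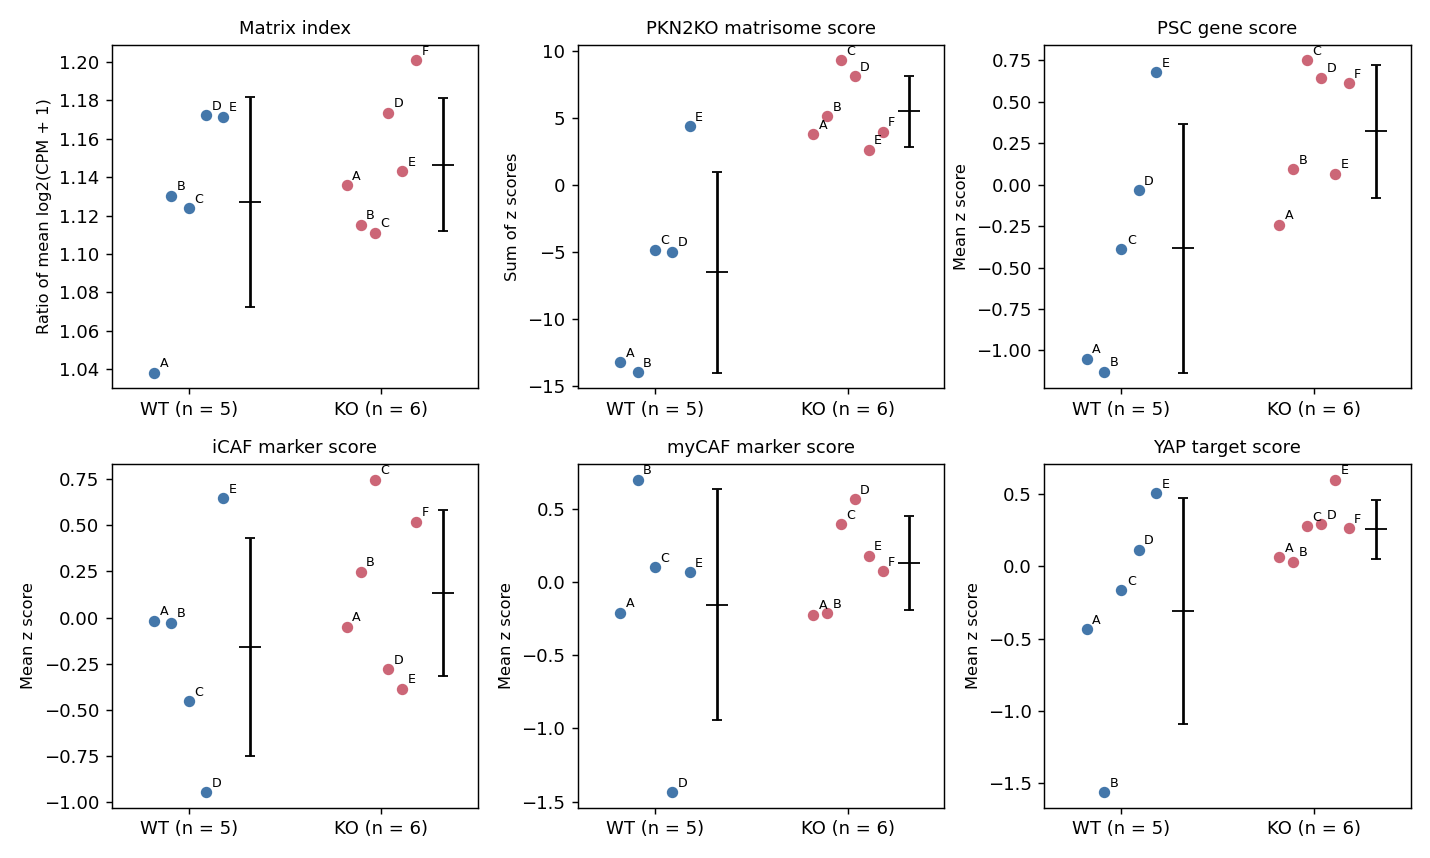
Expression scores of each tumour by genotype, with replicate letters and the mean ± SD beside the points; the y axes give a ratio of mean log2(CPM + 1) for the matrix index, a sum of z scores for the matrisome score and mean z scores for the others. The matrisome score of 3 of the 6 KO tumours lies above that of every WT tumour, with WT replicate E at 4.36 inside the KO range, and the other scores overlap between genotypes.

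Markers of cell types were compared last, over 11 lists fixed before the data were examined. The B cell score was 0.744 ± 0.494 in KO tumours (SD, n = 6) and -0.893 ± 0.547 in WT tumours (SD, n = 5), higher in 6 of 6 KO tumours than in any WT tumour (exact permutation test, two-sided, p = 0.00216, adjusted 0.0238). The neutrophil score (difference 1.13, exact permutation p = 0.0130) and the macrophage score (difference 0.865, exact permutation p = 0.0173) were higher in KO tumours before adjustment but not after it, with an adjusted p of 0.0635 for each. The T cell score did not differ (difference -0.0897, exact permutation p = 0.900). Fibroblast, epithelial, endothelial, acinar, islet, proliferation and adipocyte scores did not pass the threshold either, with exact permutation p-values from 0.227 to 0.797.

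**Figure D4:**
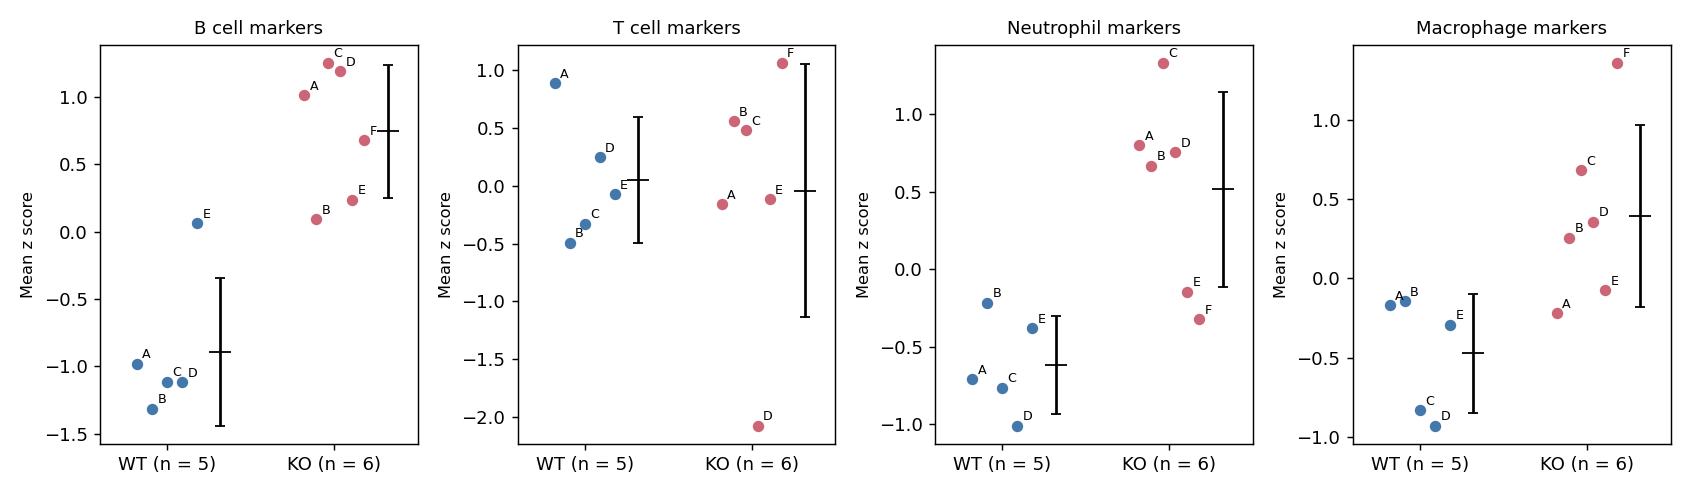
Mean z score of B cell, T cell, neutrophil and macrophage markers in each tumour by genotype, with replicate letters and the mean ± SD beside the points. KO tumours lie above WT tumours for B cell markers, with means of 0.744 and -0.893, and overlap with them for T cell markers.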

Values the study reported

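The matrix index that the study took from earlier work rests on 22 genes. The study's PKN2KO matrisome set comprised the top 11 genes that changed both in cultured stellate cells and in the orthotopic tumours.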

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

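In 108 groups of 5 or 6 tumours examined, 6 values from 5 tumours lay far from the rest of their group, where chance alone gives about 5.4 values. The tests in this part were chosen after these values had been seen. Each asked whether the gap to the nearest tumour, divided by the range of the group, stayed above Dixon's critical value once the sample's trend with gene length was removed or all libraries were drawn down to the smallest total. Drawing down keeps the expected share of each gene and hardly moved any gap, so depth was not ruled out for any of these values. The length correction was made on log2 CPM of expressed genes, so its gaps before and after are on another scale than the gaps before and after drawing down. No biological explanation was tested, since the labels give none beyond the genotype.

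WT replicate B stood apart in 2 measures. Its ribosomal RNA share was 6.39%, against 0.241% to 1.40% in the other WT tumours. The gap was 0.811 before and after drawing down, which that step could not have changed. It was 0.935 for the mitochondrial ribosomal genes alone, so the nuclear repeat by itself did not account for it. Its epithelial marker score was -1.63, against 0.384 to 0.986. The gap was 0.775 before and 0.916 after removal of the length trend, and 0.770 before and 0.772 after drawing down, which leaves a lower share of carcinoma cells in that piece of tumour, or a difference in RNA quality not captured by gene length, as candidate explanations.

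Pancreatic markers were high in single KO tumours. The acinar marker score was 1.35 in KO replicate E and -0.684 to -0.559 in the other KO tumours, with a gap of 0.789 before and 0.792 after length correction, and of 0.939 before and 0.934 after drawing down. The islet marker score was 1.22 in KO replicate F and -0.607 to -0.434 in the others, with a gap of 0.905 before and 0.909 after drawing down. On the log2 CPM scale and the expressed genes used for the length correction, the islet gap was 0.459 before and 0.462 after it, already under the critical value, so that this test could not separate the explanations. Normal pancreas within the tumour piece may contribute to either value. WT replicate E also scored high in both lists, with 2.07 for acinar and 2.26 for islet markers.

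The B cell marker score of WT replicate E was 0.0611, against -1.31 to -0.980 in the other WT tumours. The gap was 0.726 before and 0.715 after length correction, and 0.757 before and after drawing down. Neither step moved it much, so these tests say little about the cause. Il6 in WT replicate D was at 0.666 on the log2(CPM + 1) scale, against 2.29 to 2.93 in the other WT tumours. Its gap was 0.771 before and 0.732 after length correction, and 0.715 before and 0.729 after drawing down, so its cause stays open.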

How the results depend on the processing

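Alternatives were fixed before the data were examined, except for the ribosomal RNA covariate, the length and GC offsets and the removal of genes near Pkn2, which were chosen after seeing the data. Where a value changed, the cause was not tested unless stated.

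The count of differentially expressed genes was the least stable result. Against 3 higher and 0 lower genes in edgeR, DESeq2 called 568 and 990, the unfiltered edgeR fit 39 and 6, and the fit with a gene length offset 68 and 28. Requiring 10 counts in every sample left 0 higher genes, with 3514 genes at an unadjusted p under 0.05. That filter removes Igkv8-27 and Pcdhgb2, whose lowest WT counts were 0 and 7, so 2 of the 3 genes were not tested there. The ribosomal RNA covariate left 0 higher genes, with 1470. Across the 11 fits that each left out one tumour, the count ranged from 0 to 608 higher and from 0 to 1248 lower genes. The fit without WT replicate D called 203 higher and 651 lower, that without KO replicate F 30 and 2, and 8 of the 11 fits called 0 genes in either direction, with 2732 to 3989 genes at an unadjusted p under 0.05. DESeq2 size factors, upper-quartile factors, the robust fit and the GC offset each gave 3 higher and 0 lower genes.

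Same-lettered KO and WT tumours did not deviate together: the mean correlation of their deviations was 0.036, against -0.008 for other pairs. With the letter as a replicate block, edgeR called 8 genes higher and 1 lower, the log2 fold change of Pkn2 was 0.073, and the 9 gene sets kept their direction and stayed past the threshold. For the scores, paired differences over 5 letters cannot reach a p below 0.0625; each moved by less than the SD within groups, and the paired matrisome difference of 12.3 had p = 0.125 by an exact sign-flip test.

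The log2 fold change of Pkn2 was -0.27 with the ribosomal RNA covariate, -0.246 with the length offset and closer to 0 in the other fits, and it changed sign with the choice of method: 0.002 in DESeq2 and with DESeq2 size factors, 0.036 unfiltered, 0.004 with 10 counts in every sample, and from -0.123 to 0.164 when single tumours were left out. It was not past the threshold in any of these fits.

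The 9 enrichment scores were recomputed with the DESeq2 statistic, 10 counts in every sample, the replicate block, single tumours left out and the corrections added later. They kept their direction in these and stayed past the fgsea threshold, except that Cell cycle mitotic ranged from -1.58 to -1.22 when single tumours were left out and lost the threshold without KO replicate D. With limma camera none passed. The mean log2 fold changes of the sets there were 0.49 for the ECM and adhesion panel, 0.44 for Extracellular matrix organization, 0.60 for Integrin cell surface interactions, 0.36 for Interferon gamma signaling, 0.63 for Antigen activates B cell receptor, -0.56 for Translation, -0.51 for Respiratory electron transport, -0.07 for Cell cycle mitotic and -0.13 for DNA repair.

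Among the scores, the matrix index depended on its formula: the ratio of mean linear CPM differed by 1.21 (exact permutation p = 0.0173) and the difference of mean z scores was 0.597 (p = 0.00216 in the exact permutation test). Leaving out single tumours moved the index difference from -0.00297 to 0.0306, the myCAF difference from -0.0387 to 0.495, the PSC gene score difference from 0.592 to 0.958 and the YAP target difference from 0.312 to 0.751; the last 2 passed the threshold only without WT replicate E. The matrisome score and the iCAF score kept their direction in every alternative run. With single tumours left out, the matrisome difference ranged from 11.2 to 14.4 and the iCAF difference from 0.107 to 0.483. By unadjusted p, the iCAF score stayed short of the threshold in each, and the matrisome score stayed past it except in the paired test above. After adjustment over 6 scores the matrisome score was not past it, with p = 0.0519 by exact permutation.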

Other observations

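The tests of ribosomal RNA share, edgeR calls in either direction, total counts in the granule pattern, T cell markers and the variance ratio, and both corrections of the B cell receptor set, were chosen after the result was seen; the other tests were set before their results were known.

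The separation of genotypes was compared with other splits of the same 11 tumours. Only the 32 splits that, like the genotypes, part all 5 same-lettered pairs were counted, the real split included. The smallest share of splits that this comparison can give is 0.0312. For genes higher in KO tumours, 1 of the 32 splits gave as many as 3, the real one. Counting both directions, 2 of the 32 gave as many edgeR calls, since the split of KO replicate F and all WT tumours against the other KO tumours called 25 genes lower. That split is the genotype contrast with 1 tumour moved. For genes at an unadjusted p under 0.05, 1 of the 32 splits gave as many as 3972, the real one. The split with WT replicate E in place of KO replicate E came close, with 3673. For DESeq2 calls 1 of the 32 gave as many as 1558. The other 31 splits had a median of 8 DESeq2 calls, and the split with WT replicate E in place of KO replicate E had 1121. As 0 genes were lower, all 32 splits gave as many. The enrichment scores were less particular to genotype. As large an NES arose in 4 of the 32 splits for the ECM and adhesion panel, 4 for Extracellular matrix organization, 4 for Integrin cell surface interactions, 12 for Interferon gamma signaling, 8 for Translation, 7 for Respiratory electron transport, 11 for Cell cycle mitotic and 4 for DNA repair. For the ECM and adhesion panel, the other splits this large partly kept the genotype contrast. The largest NES, 3.55, came with WT replicate E in place of KO replicate E. The others were -3.29, with 2 KO tumours in the larger group, and 3.17, with 4. Only Antigen activates B cell receptor had its NES in 1 of the 32, the real one. The fgsea threshold was passed in 25 of the 31 other splits for the ECM and adhesion panel and in 29 of 31 for Translation, so that passing it carries little information in these data. A further 28 splits were drawn at random from those that part fewer pairs. Of these, 0 gave as many genes higher, edgeR calls in either direction or genes at an unadjusted p under 0.05. As large an NES arose in between 0 and 12 of them, most often for Cell cycle mitotic. The split of WT replicates D and E with KO replicates C to F against the rest had 3667 genes at an unadjusted p under 0.05.

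Library composition is a candidate explanation for part of the difference between genotypes. The ribosomal RNA share was lower in KO tumours before adjustment (exact permutation p = 0.0281) but not past the threshold after it (0.169 over 6 technical measures), while epithelial markers (p = 0.353), acinar markers (p = 0.247) and total counts (p = 0.472, all by exact permutation) did not differ before adjustment either. With the share as a covariate the Translation NES moved from -3.16 to -1.80 and that of Extracellular matrix organization from 2.98 to 2.10, both still past the threshold. With a gene length offset they were -2.95 and 2.72, and with a GC offset -3.19 and 2.98. The GC offset had little to remove, as the Spearman correlation of fold change with GC content across genes was -0.0324, so GC was not ruled out by it. The same correlation with gene length was 0.384. Translation members had a median length of 2532, against 3909 for all genes. Since most other splits pass the same threshold, staying past it does not show that either pattern is independent of the ribosomal RNA share or gene length. The covariate weakened both patterns, and the share and the genotype are partly confounded in 11 tumours. Fibroblast markers outside the matrix, a list written after the data were seen, were higher in KO tumours by 0.285 (exact permutation p = 0.372), and the list fixed before by 0.675 (exact permutation p = 0.238). Neither passed the threshold, and a larger fibroblast share cannot be ruled out as a source of the ECM shift. Without genes within 10 Mb of Pkn2 the Interferon gamma signaling NES was 2.25 against 2.37 with them. The window held 3 of the 79 tested members of the set, so their removal could hardly move it, and genes beyond the window were not examined.

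B cell, granule and erythroid genes were higher in KO tumours. The scores of neutrophil granule genes (difference 1.55, adjusted p = 0.0195 over 6 lists by exact permutation), immunoglobulin genes (1.49, 0.0195) and erythroid genes (1.19, 0.0216) were higher in 6 of 6 KO tumours than the WT mean. Every KO tumour exceeded every WT tumour for the immunoglobulin and erythroid lists. For the granule list 5 of 6 did, as KO replicate F, at -0.528, lay below WT replicate B, at -0.404. These lists were written after such genes had been seen at the top, so their p-values carry no independent weight. Of the 7 erythroid genes matched, only 3 had a mean of at least 1 CPM. Blood in the tumour piece would raise haemoglobin genes, which differed with an exact permutation p of 0.0974, and adherent spleen would raise spleen markers, with p = 0.154. Total counts did not differ (exact permutation p = 0.472). The granule score had an exact permutation p of 0.00649 before and 0.00433 after the length trend was removed. The step did not weaken that result. The B cell receptor NES was 2.39 without correction, 2.30 with the ribosomal RNA covariate and 2.40 with the length offset. The same covariate moved the Translation NES from -3.16 to -1.80, and the same offset moved that of Respiratory electron transport from -2.94 to -2.43. The ribosomal RNA covariate thus weakened the Translation NES but hardly moved that of the B cell receptor set. As the share and the genotype are partly confounded, a part of the share in the B cell receptor NES stays open. The length offset left the Interferon gamma signaling NES at 2.36, against 2.37 without it. The lengths of the B cell receptor genes were not examined, so the offset cannot decide on gene length. Lymph node tissue would raise T cell markers too, which had an exact permutation p of 0.900. The T cell score ranged from -2.07 in KO replicate D to 1.06 in KO replicate F, so that test was weak as well. The tests leave a shift in infiltrating or circulating myeloid and B lineage cells as a hypothesis, but these tests are weak: haemoglobin genes were above the WT mean in 6 of 6 KO tumours, and 4 of the 8 spleen markers had a mean of at least 1 CPM. Blood, spleen or lymph node tissue cannot be ruled out.

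WT tumours varied more than KO tumours. The mean within-group variance of log2 CPM was 2.45 times as large in WT tumours, with p = 0.0108 in an exact two-sided permutation test, and its log2 ratio went from 1.30 to 1.11 once the length trend was removed. Differences in RNA quality along gene length may thus account for a small part of it.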
